A study of Mus musculus with 15 samples.

How the data were processed

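The series measured gene expression by RNA-Seq in 12 libraries of single microdissected proximal tubules labelled PTS2 and in 3 libraries of whole kidney, all from male C57BL/6 mice aged 2 months. Per the labels' protocols, RNA was amplified to cDNA with a kit for very low input and sequenced on an Illumina instrument. The authors deposited one table of TPM values, with 1 row per gene and 1 column per library. The aligner, quantifier, genome build and annotation release are not stated in the labels or the file header, so no genome coordinates are given here. That the values are TPM was read from the values: each of the 15 columns sums to 1000000, and low values fall with transcript length. For genes with 1 transcript, the 5th percentile of values above 0 was 0.28 at 150 to 300 bases, 0.03 at 900 to 1100 bases and 0.01 at 4000 to 6000 bases. TPM keep no depth, so the sequencing depth is unknown, no confidence interval or detection floor is given, and no test on counts was run.

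The table held 47069 genes with Ensembl mouse gene IDs and symbols, both used as the file gives them. Of these IDs, 46488 (98.8%) matched the GENCODE M21 mouse annotation, which was used only for biotypes, transcript lengths and GC content. The 4 columns of the authors' means and standard errors were not used. Libraries were grouped by the description labels, which name the set (m1, m2 or m3) and a replicate number from 1 to 4, or whole kidney and a number from 1 to 3. The pairing of libraries by replicate number comes from these description labels. No columns held identical values.

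Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(TPM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes with a mean of at least 1 TPM over the libraries in the fit were kept. For PTS2 against whole kidney, 12039 genes were tested over 15 libraries, with the set as a correlated block, whose estimated correlation was 0.0669. Among the 3 PTS2 sets, 11300 genes were tested over 12 libraries, with an F test and pairwise contrasts. Both fits were tested on simulated data with 200 changed genes among 12039. The changed genes were drawn only from genes above about 10 TPM in PTS2, so recovery at lower values was not tested. The simulated noise held no effect of the replicate number. At a true log2 difference of 1, 185 were recovered for PTS2 against whole kidney and 184 among the sets, with 14 and 9 false calls. At a true log2 difference of 2, 198 and 197 were recovered, with 14 and 10 false calls.

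Single measures were compared with exact permutation tests in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), in which the 12 PTS2 libraries were treated as independent. For PTS2 against whole kidney, no permutation test with one value per set is given. Marker lists for 17 cell types or segments and several other gene lists, 104 genes in all, were fixed before the data were examined. Genes named in the text were these list genes, the 10 most abundant genes of PTS2 and of whole kidney, and up to 5 genes per direction and comparison. The last had an adjusted p under 0.05, libraries that did not overlap between groups, and the largest log2 differences. Some genes that met this rule are not reported here. Figures were drawn with matplotlib 3.10.9.

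The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 10 TPM, median-of-ratios rescaling, quantile normalization, mitochondrial genes left out, the replicate number as a block, no within-set correlation, one mean per set, and each library left out in turn. Other thresholds and marker choices were tried for the single measures. The designs, groups and these alternatives were fixed before the data were examined. One more, set labels permuted within replicate numbers for the single measures and the correlation, was chosen after seeing the data.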

Results

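RNA-Seq expression values were compared between whole mouse kidney and single microdissected proximal tubules labelled PTS2. The proximal tubule is the first part of the nephron after the glomerulus, and it is divided into the early S1, the middle S2 and the late S3 segment. The question addressed was how selectively expressed genes of the different renal cell types are represented in whole-kidney data. The table held 15 libraries from male C57BL/6 mice aged 2 months. Of these, 12 were PTS2 libraries in 3 sets named m1, m2 and m3, with 4 replicates each, and 3 were whole kidney libraries. The labels do not state what the letter m stands for. Values were TPM (transcript abundances scaled to gene length and to a common total) for 47069 genes, and each library summed to 1000000 apart from rounding. TPM keep no record of sequencing depth, so the depth of each library is unknown and no counting error can be attached to a value.

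Fewer genes reached 1 TPM in PTS2 tubules than in whole kidney. The mean was 11176 ± 146 genes (SD, n = 12) in PTS2 and 13286 ± 46.5 genes (SD, n = 3) in whole kidney. The highest PTS2 library had 11511 genes and the lowest kidney library 13236. An exact two-sided permutation test gave p = 0.0022 (adjusted p = 0.0044 over 4 library measures), the smallest value that the 455 arrangements allow. This and the later permutation tests against whole kidney treated the 12 tubules as independent. Tubules of one set resembled each other, so these p-values may be too small. Among the 3 PTS2 sets the number of genes did not differ beyond the spread within sets (exact permutation test, two-sided, p = 0.314, adjusted p = 0.628). Of the alternatives tried, leaving out single libraries moved that p most, between 0.114 and 0.726. With set labels permuted within replicate numbers, an alternative added after the data were seen, p was 0.301. The 10 most abundant genes held 14.5% ± 0.654 (SD, n = 12) of TPM in PTS2 and 14.1% ± 0.371 (SD, n = 3) in whole kidney, which were indistinguishable (exact permutation p = 0.251, adjusted p = 0.251). Mitochondrially encoded genes held 4.06% ± 0.543 (SD, n = 12) in PTS2 and 5.01% ± 0.284 (SD, n = 3) in whole kidney (exact permutation p = 0.0132, adjusted p = 0.0176).

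The purity of the tubules was measured with 52 marker genes of 13 non-proximal cell types and 17 markers of the proximal tubule. The non-proximal share was defined as the summed TPM of the non-proximal markers, as a percent of the sum of all these markers. It was 19.3% ± 1.01 (SD, n = 3) in whole kidney. In PTS2 its median was 0.344%, and its mean was 0.907% ± 1.95 (SD, n = 12). The mean was raised by replicate 3 of set m3, where the share was 7.08%. The level of the share depended on the markers used. Without the most abundant non-proximal marker it was 12.3% ± 0.596 in whole kidney and at most 1.40% in PTS2. With the median over markers it was 7.46% ± 0.757 in whole kidney and at most 0.368% in PTS2. Every PTS2 library lay below every kidney library (exact permutation p = 0.0022, adjusted p = 0.0044). The share did not differ among the 3 sets (exact permutation p = 0.559, adjusted p = 0.746). Of the alternatives, leaving out single libraries moved that p most, to between 0.0797 and 0.808, without passing 0.05. With set labels permuted within replicate numbers (added after the data were seen), p was 0.546. For 51 of the 52 non-proximal markers, each PTS2 library was below each kidney library, the exception being Cd3e, a lymphocyte marker with a kidney mean of 0.327 TPM. For one gene this separation has a chance share of 0.0022 if the 12 tubules are independent. All 41 non-proximal markers that entered the limma fit were lower in PTS2 at an adjusted p under 0.05.

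Residual signal differed between cell types. The marker sum of the distal convoluted tubule was 0.347 ± 0.184 TPM (SD, n = 12) in PTS2 and 207.3 ± 4.74 TPM (SD, n = 3) in whole kidney, so PTS2 held 0.167% of the kidney level. The corresponding percentages were 0.109% for connecting tubule, 0.145% for intercalated cells, 1.81% for podocytes and 2.66% for principal cells. They were higher for macrophages, at 7.80%, and for endothelium, at 14.2%. The endothelial sum was 19.1 ± 8.82 TPM (SD, n = 12) in PTS2 and 135 ± 4.30 TPM (SD, n = 3) in whole kidney. Markers of the thick ascending limb had a median sum of 10.7 TPM in PTS2, and a mean of 2569 ± 149 TPM (SD, n = 3) in whole kidney. In replicate 3 of set m3 this sum was 1441 TPM, which was 56.1% of the kidney mean, and in the other 11 tubules it was at most 55.8 TPM. For each of the 13 non-proximal cell types, the sums of PTS2 and whole kidney did not overlap (exact permutation p = 0.0022 each, adjusted p = 0.0025 over the 17 lists).

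**Figure D1:**
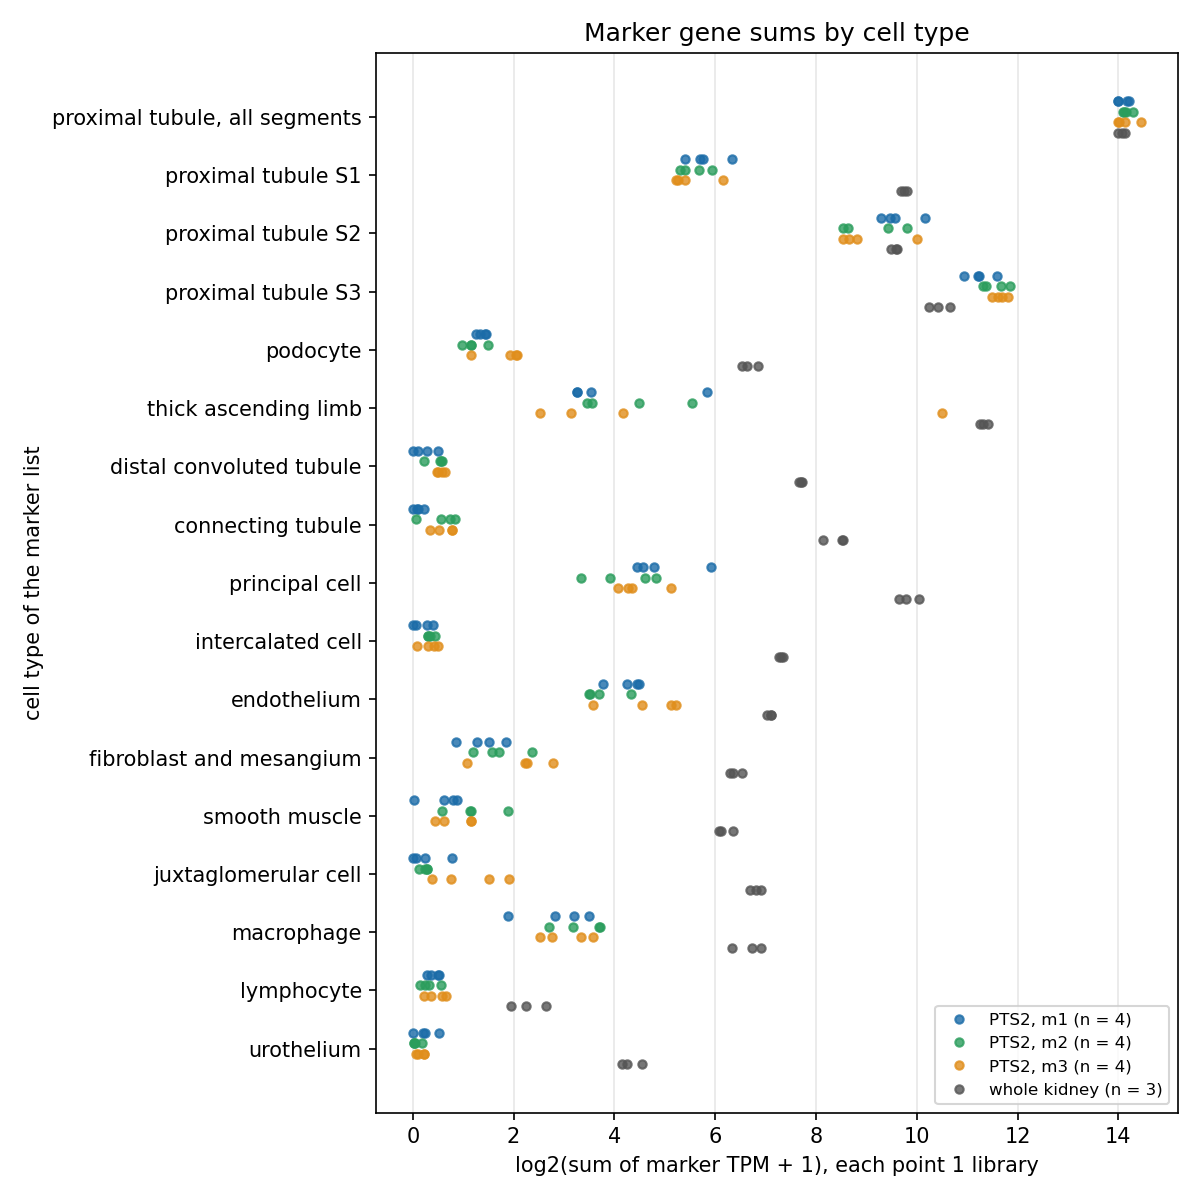
Marker sums by cell type. The horizontal axis gives log2 of the summed TPM of each marker list plus 1, each point is 1 library, and colour marks the PTS2 set (n = 4 each) or whole kidney (n = 3). Non-proximal sums of PTS2 lie below those of whole kidney in each list, and the thick ascending limb sum of 1441 TPM in m3 replicate 3 stands apart from the other tubules.

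The proximal markers separated by segment. The sum of the 8 markers of all proximal segments was 18051 ± 1784 TPM (SD, n = 12) in PTS2 and 17115 ± 765 TPM (SD, n = 3) in whole kidney, a difference within the spread of the libraries (exact permutation p = 0.407, adjusted p = 0.432). Within this list the direction varied by gene. Slc27a2 was higher in PTS2, at 9166 ± 1358 TPM against 4620 ± 443 TPM, and Slc4a4 was lower, at 95.1 ± 30.6 TPM against 224 TPM. The S1 markers summed to 50.1 ± 13.99 TPM (SD, n = 12) in PTS2 and 858 ± 37.5 TPM (SD, n = 3) in whole kidney, or 5.83% of the kidney level (exact permutation p = 0.0022, adjusted p = 0.0025). Nearly all of the S1 sum in PTS2 came from Slc2a2, at 49.3 ± 14.002 TPM. Slc5a2 was at 0.698 ± 0.463 TPM in PTS2 and 621 ± 32.4 TPM in whole kidney, and Slc5a12 was at 0.103 ± 0.0706 TPM and 119 TPM. The sum of both S2 markers did not differ, at 653 ± 268 TPM in PTS2 and 757 ± 33.9 TPM in whole kidney (exact permutation p = 0.499, adjusted p = 0.499). These markers moved apart: Slc22a8 was lower in PTS2, with a log2 difference of -2.21 ± 0.47 (SE, limma adjusted p = 0.000882), and Slc22a6 did not differ (0.17 ± 0.31, adjusted p = 0.670). The sum of the S3 markers was higher in PTS2, at 2908 ± 527 TPM against 1398 ± 207.02 TPM (exact permutation p = 0.0022, adjusted p = 0.0025). Slc7a13 contributed most, at 1803 ± 233 TPM against 773 TPM. By gene, Slc7a13 and Atp11a were higher in PTS2 (limma adjusted p = 2.8e-07 and 0.00898). Cyp7b1 and Slc5a1 had higher means in PTS2 but did not pass the threshold (limma adjusted p = 0.0926 and 0.0914).

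**Figure D2:**
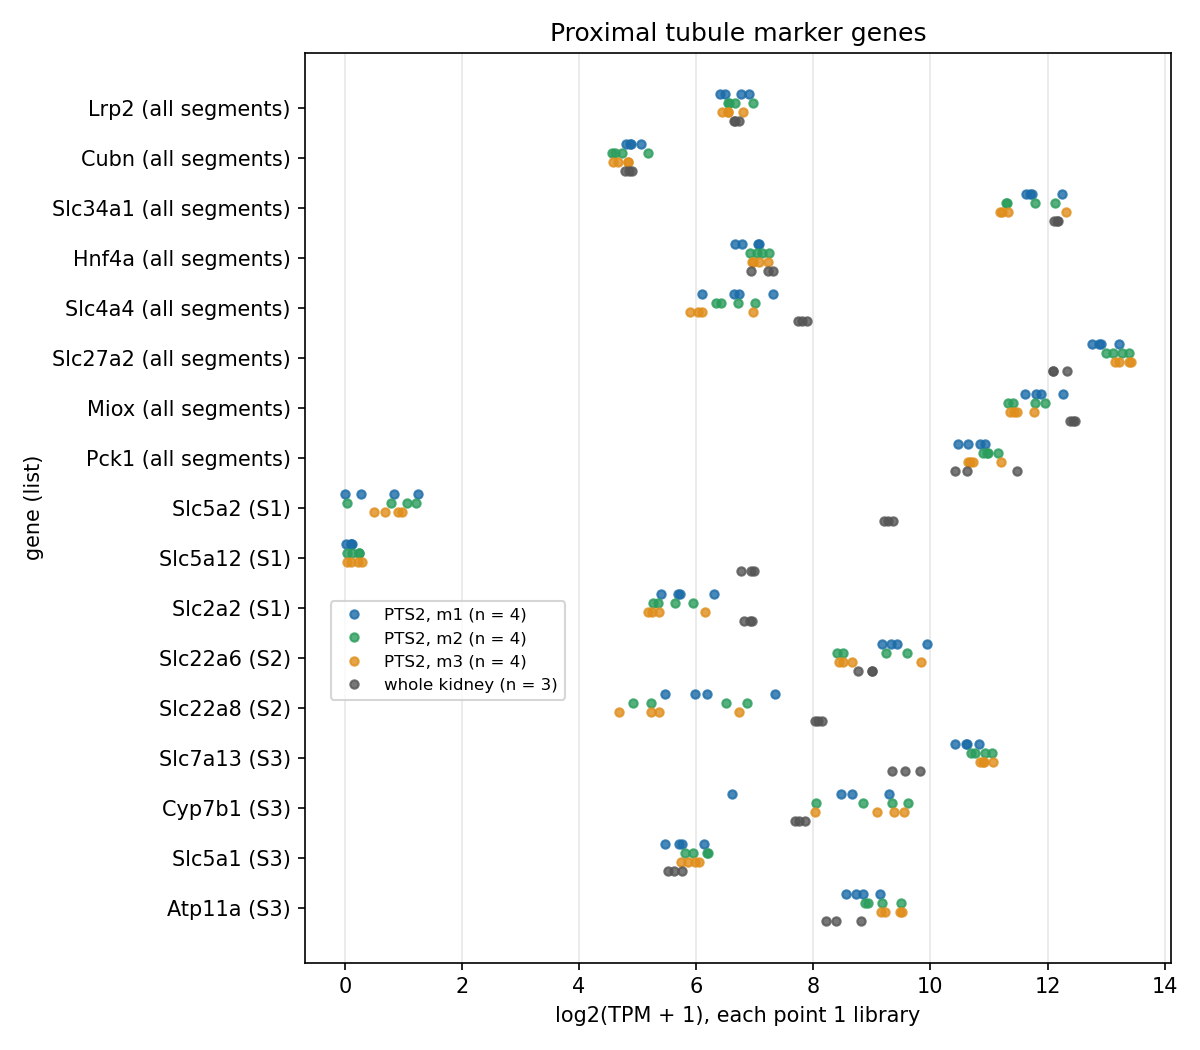
Proximal tubule markers. The horizontal axis gives log2(TPM + 1), each point is 1 library, each line of points is 1 gene with its segment list in parentheses, and colour marks the PTS2 set (n = 4 each) or whole kidney (n = 3). Slc5a2 and Slc5a12 of the S1 list are near 0 in PTS2 and at 621 and 119 TPM in whole kidney, and Slc7a13 of the S3 list is higher in PTS2.

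Across all genes, PTS2 and whole kidney were compared with limma on log2(TPM + 1), which understates changes of genes with low values. Of 12039 genes tested, 6161 had an adjusted p under 0.05. Of these, 1165 were higher and 4996 lower in PTS2, so 18.9% of the calls were higher. A log2 difference beyond 1 in either direction was seen for 1790 of them, 134 higher and 1656 lower. The median log2 difference of all tested genes was -0.27. The direction of the calls depended on scaling. With median-of-ratios rescaling the median became 0.00, and 2827 of 5594 called genes were higher in PTS2 (50.5%). With quantile normalization the median was 0.16, and 4164 of 6437 called genes were higher (64.7%). Small differences in either direction are therefore relative to the chosen scaling. The number of calls depended on the filter. It was 9399 without a filter on low values and 3113 at a mean of at least 10 TPM, with 30969 and 6737 genes tested.

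The genes with the largest differences and no overlap between libraries were many-fold apart. The lowest in PTS2 were Klk1 (ENSMUSG00000063903), Slc5a2 (ENSMUSG00000030781), S100g (ENSMUSG00000040808), Gatm (ENSMUSG00000027199) and Calb1 (ENSMUSG00000028222). Slc5a2 had a log2 difference of -8.57 ± 0.25 (SE, limma adjusted p = 2.7e-14). Gatm was at 3.34 ± 1.84 TPM (SD, n = 12) in PTS2 and 1181 ± 114 TPM (SD, n = 3) in whole kidney, with a log2 difference of -8.19. For Calb1 the log2 difference was -7.93, and for S100g it was -8.54. Klk1 was at 20.1 ± 53.2 TPM in PTS2 and 2795 ± 311 TPM in whole kidney, and its large SD came from m3 replicate 3, at 189 TPM. The highest in PTS2 relative to whole kidney were Gm25682 (ENSMUSG00000065876), Car5a (ENSMUSG00000025317), Hsd17b2 (ENSMUSG00000031844), Slc22a7 (ENSMUSG00000067144) and Cyp2a4 (ENSMUSG00000074254). Cyp2a4 was at 1315 ± 143 TPM in PTS2 and 384 ± 13.4 TPM in whole kidney, a log2 difference of 1.77 ± 0.10 (SE, limma adjusted p = 1.3e-10). Slc22a7 was at 1219 ± 325 TPM and 333 ± 73.7 TPM, a log2 difference of 1.84. Hsd17b2 and Car5a had log2 differences of 1.88 each. Gm25682 is annotated as a small nuclear RNA of 164 bases, for which a TPM value is uncertain, and Cyp2a4 has close paralogs that can share reads.

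Of the 10 most abundant genes, 8 were the same in PTS2 and whole kidney. Kap (ENSMUSG00000032758) was the most abundant in PTS2, at 56229 ± 7334 TPM (SD, n = 12), and was at 29805 ± 257 TPM (SD, n = 3) in whole kidney, a log2 difference of 0.90 ± 0.13 (SE, limma adjusted p = 2.49e-05). Gpx3 (ENSMUSG00000018339) was the most abundant in whole kidney, at 33354 ± 2963 TPM, and was at 10774 ± 1898 TPM in PTS2, a log2 difference of -1.65 ± 0.15 (SE, limma adjusted p = 7.12e-08). Atp5b did not differ, at 6681 ± 226 TPM in PTS2 and 6738 ± 192 TPM in whole kidney (limma adjusted p = 0.858), but under median-of-ratios rescaling its log2 difference was 0.28 (adjusted p = 0.00458), and under quantile normalization it was -0.24 (adjusted p = 0.00867).

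The 3 sets of PTS2 tubules were then compared with each other. Libraries of one set resembled each other more than libraries of different sets. The mean Pearson r across genes was 0.978 within and 0.974 between sets, a difference of 0.0042 (exact permutation test, one-sided, p = 0.00052 over 5775 partitions). With set labels permuted within replicate numbers (added after the data were seen), p was 0.0046. The alternative that moved the difference most, a filter at a mean of 10 TPM, gave 0.0069. In the limma fit among the 3 sets, 341 of 11300 genes had an adjusted p under 0.05. Libraries with the same replicate number deviated together, with a mean r of 0.138 over 12 same-numbered pairs and -0.0463 over 36 other pairs. Deviations were taken from each set's own mean, so a positive first value forces a negative second value, which is no separate evidence. With the replicate number as a block, 888 genes passed, 340 of which were among the 341. Between sets, 61 genes differed for m1 and m2, 358 for m1 and m3, and 223 for m2 and m3. With the block, these counts were 307, 838 and 416. Of the 358 genes, 252 were higher in m3, which was 70.4%, and under median-of-ratios rescaling 208 of 382 were higher, which was 54.5%.

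Individual genes differed between sets by far more than within them. Cish (ENSMUSG00000032578) was at 4.65 ± 1.08 TPM in m1, 12.6 ± 1.15 TPM in m2 and 93.5 ± 4.49 TPM in m3 (SD, n = 4 each), with a log2 difference of 4.08 ± 0.13 between m3 and m1 (SE, limma adjusted p = 1.23e-09). Sgk1 (ENSMUSG00000019970) ran the other way, at 178 ± 39.7, 93.1 ± 11.8 and 16.7 ± 2.47 TPM, with a log2 difference of -3.32 ± 0.15 between m3 and m1 (limma adjusted p = 8.93e-08). The other genes with the largest differences between m3 and m1 were Aqp4, Irs2, Gm28006 and Rnf24, higher in m3, and 8430408G22Rik, Bcl6, Gldc and Cpe, lower in m3. Bcl6 was at 10.6 ± 1.69 TPM in m1 and 1.11 ± 0.183 TPM in m3. In m2 against m1, the reported genes with the largest increases were Gm27875, Cdk5rap1, Hspa1b and Hspa1a, and those with the largest decreases were Eps8l1, Fgf18, Bcl6, Socs2 and D630039A03Rik. Hspa1b was at 49.6 ± 4.86 TPM in m2 and 8.19 ± 2.46 TPM in m1, but it is a near-identical copy of Hspa1a, and reads could be split between both genes. In m3 against m2, Cish, Socs2, Dbp, Srd5a2 and Rgs3 were higher, and Cyp4a14, Gm27875, Ucp2 and Sgk1 were lower. Cyp4a14 (ENSMUSG00000028715) was at 212 ± 42.2 TPM in m2 and 12.1 ± 0.891 TPM in m3, a log2 difference of -4.00 ± 0.20 (SE, limma adjusted p = 2.95e-07). Gm27875 and Gm28006 are annotated as RNAs of 123 and 122 bases, whose TPM values are uncertain. Calls for Aqp4, Gm28006 and D630039A03Rik were lost in some fits without a filter on low values or with a library left out.

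**Figure D3:**
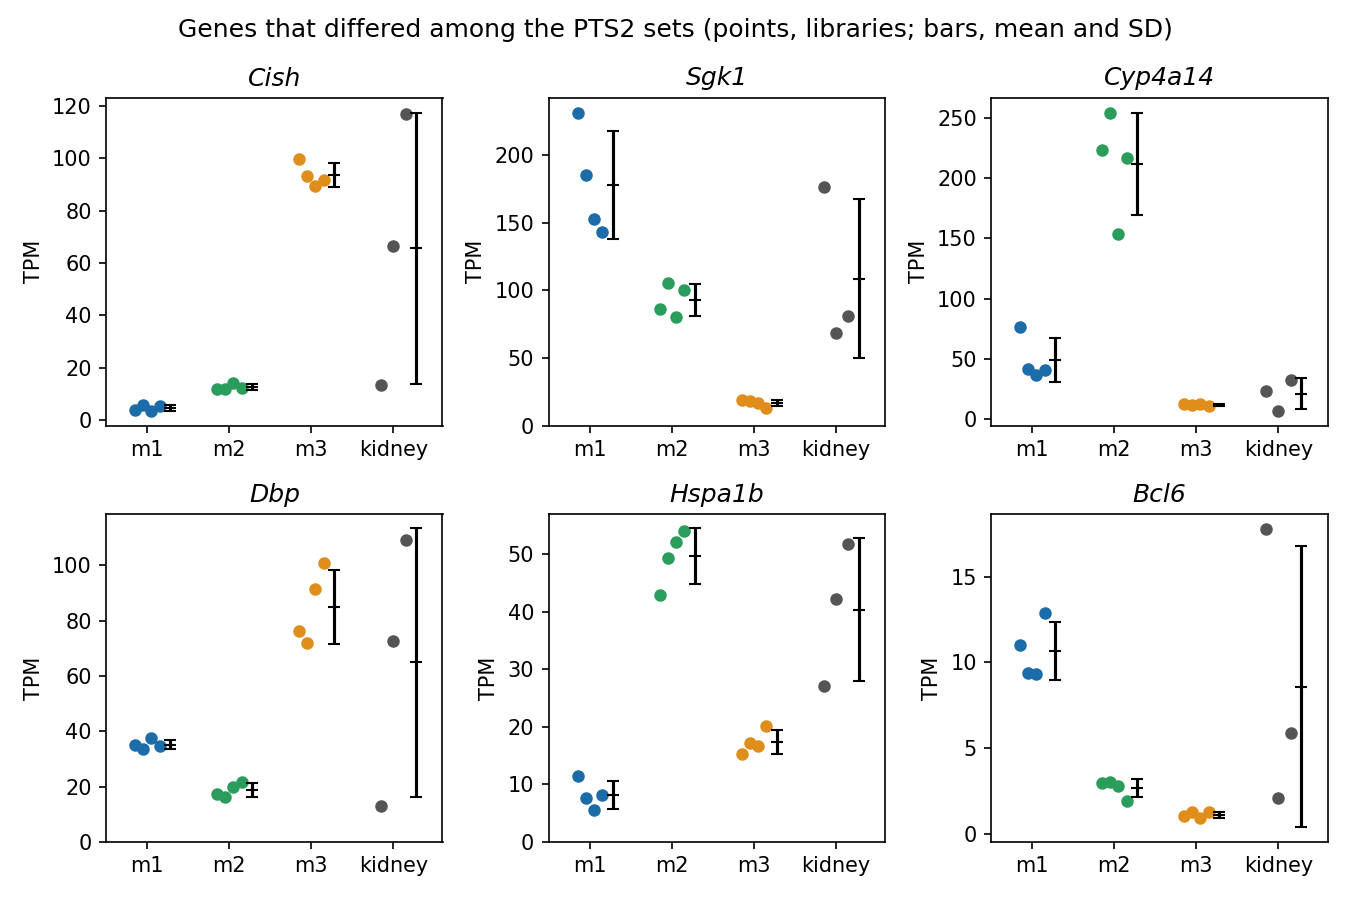
Genes that differed among PTS2 sets. The vertical axes give TPM, points are libraries, and bars are the mean and SD of m1, m2, m3 (n = 4 each) and whole kidney (n = 3). Cish rises from 4.65 TPM in m1 to 93.5 TPM in m3, Sgk1 falls from 178 to 16.7 TPM, and the whole kidney libraries spread widely.

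Gene lists fixed in advance were examined for differences among sets. Of 9 immediate early genes, 5 were tested. At an adjusted p under 0.05, 0 passed over all genes and 0 over the list, and 1 had an unadjusted p under 0.05. Of 11 clock genes, 10 were tested. Of these, 3 passed over all genes and 8 over the list alone. With the replicate number as a block, 0 immediate early and 5 clock genes passed over all genes. Dbp was at 35.2 ± 1.63, 18.8 ± 2.48 and 85.0 ± 13.4 TPM in m1, m2 and m3 (SD, n = 4 each; limma adjusted p = 1.86e-06). Arntl was at 6.71 ± 1.14, 7.82 ± 0.765 and 2.29 ± 0.641 TPM (limma adjusted p = 0.000377), and Per3 was at 3.14 ± 0.858, 4.19 ± 0.898 and 6.12 ± 0.575 TPM (limma adjusted p = 0.0490). The Per3 difference between m3 and m1 was no longer past the threshold without a filter on low values (adjusted p = 0.0674) or in some fits with a library left out (up to 0.0813).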

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

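In each set of 4 PTS2 libraries, the gap of the highest or lowest library to its neighbour was compared with the range of the set, for library measures, marker sums and the named genes of the comparisons. Of 163 such tests, 16 stood out, where about 8.15 would be expected by chance for normally distributed values. The tests used TPM without a log scale, which need not be normal, and several shared a library and genes. The excess over 8.15 can therefore not be weighed. Of the tests of explanations given here, those on distal markers, S1 markers and the S2 minus S3 score were chosen after the result was seen.

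Replicate 3 of set m3 stood out for markers of the thick ascending limb, at 1441 TPM (1440.62), where the other libraries of its set were between 4.75 and 17.1 TPM. Its non-proximal share was 7.08% (next 0.386%), and its Klk1 value was 189 TPM (188.51, next 4 TPM). Umod was at 1232 TPM, or 62.2% of its kidney mean, Slc12a1 at 45.2%, Cldn16 at 55.6%, Ptger3 at 23.6% and Kcnj1 at 18.3%. Admixture of unselected kidney tissue was tested with markers of the distal convoluted tubule, connecting tubule and intercalated cell, which reached 0.182% of their kidney level, far under the 56.1% of the thick ascending limb markers. A mislabelled whole kidney library was tested with the S1 markers, which reached 4.79% of their kidney level. Both explanations were contradicted. Carry-over of thick ascending limb cells was tested with a second list of 10 genes, written before their values were looked at. All 10 were higher in this library than in each of the other 11 tubules, with a median excess of 3.64 on the log2 scale, at percentile 100 of 10000 random lists matched on whole kidney expression. A mixed sample, with a piece of thick ascending limb attached to the tubule, is a candidate explanation that remains. No biological explanation was tested, since the labels give this library no property of its own.

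Replicate 4 of set m1 had a thick ascending limb sum of 55.8 TPM (55.83, next 10.6), a principal cell sum of 59.2 TPM (59.18, next 26.8) and Klk1 at 14.6 TPM (14.58, next 2.28). These are 2.17% and 6.49% of the kidney level for the marker sums. The principal cell sum was highest in replicate 4 of each set, at 59.2, 27.5 and 33.6 TPM in m1, m2 and m3. Most of it came from Aqp3 (43.1, 21.4 and 29.7 TPM). The rank therefore goes with the replicate number, but the size of the m1 value does not. Aqp2 was at 6.9 TPM in m1 replicate 4, against 0.12 and 0.59 TPM in replicates 4 of m2 and m3. The distal convoluted tubule sum of m1 replicate 4 was 0 and its connecting tubule sum 0.08 TPM. No explanation was tested for its thick ascending limb, Aqp2 and Klk1 values.

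Replicate 4 of set m3 stood out 5 times. Its S2 marker sum was 1024 TPM (1023.86, next 446) and its S1 marker sum 70.7 TPM (70.69, next 41.1). Cpe was at 53.7 TPM (53.69, next 18.2), Srd5a2 at 62.7 TPM (62.71, next 24.9) and Gm27875 at 4.98 TPM, with 0 in the other libraries of the set. In each set, replicate 4 had the highest S2 minus S3 marker score, and the exact permutation p of the score against the replicate number was 0.00014. The S1 and S2 sums of this library may therefore belong to the pattern by replicate number described among the other observations. Gm27875 is annotated as an RNA of 123 bases, so that few reads give a large TPM value.

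In m1, Eps8l1 was at 6.76 TPM in replicate 2 (next 3.25) and Cyp4a14 at 76.6 TPM (76.57) in replicate 1 (next 42.1). In m2, replicate 4 stood out 3 times, with a distal convoluted tubule sum of 0.16 TPM (next 0.46), a urothelium sum of 0.14 TPM (next 0.03) and Hspa1a at 20.5 TPM (20.45, next 15.7). The distal convoluted tubule sum was lowest in replicate 4 of each set, at 0, 0.16 and 0.39 TPM in m1, m2 and m3. No explanation was tested for these values.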

How the results depend on the processing

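Alternatives that need counts (edgeR's and DESeq2's tests) were not run because the values are TPM. The cause of each change below was not tested. The tests on other splits of the libraries were written down after the results were seen.

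For PTS2 against whole kidney, 6161 genes differed. The count was 9399 without a filter on low values and 3113 at a mean of at least 10 TPM, with 30969 and 6737 genes tested. Under the other settings it lay between 5594 and 6677, and across the 15 fits that each left out one library between 4761 and 6712. Median-of-ratios rescaling shared 3934 and quantile normalization 3468 genes with the 6161, and the calls higher in PTS2 went from 18.9% to 50.5% and 64.7%. They were 11.4% without a filter and 31.6% at a mean of at least 10 TPM. With the replicate number as a block the count was 6292. Whole kidney has no replicate 4, so the differences of that fit rest on replicates 1 to 3. Same-numbered libraries of all groups had a mean r of 0.0760 in their deviations. It was 0.138 for pairs of PTS2 libraries and -0.0078 for pairs of a whole kidney with a PTS2 library. Of the 64 splits of the 15 libraries into 12 and 3 that part as many same-numbered libraries, 1 gave as many genes, the real one, and the next gave 2 genes. Of 100 splits drawn without this condition, the next gave 5.

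Among the 3 sets, 341 genes differed, 196 without a filter on low values and 888 with the replicate block. Leaving out one library gave 197 to 563. Of 100 splits drawn that part as many same-numbered libraries, 1 gave as many genes, the real one, and the next gave 93, and of 100 drawn freely the next gave 2. For m1 and m2, 61 genes became 105 with median-of-ratios rescaling, 107 with quantile normalization and 307 with the replicate block, and 37 to 135 with one library left out. For m1 and m3, 358 became 178 without a filter and 838 with the block, and 160 to 771 with one library left out. With median-of-ratios rescaling and quantile normalization, the calls higher in m3 went from 70.4% to 54.5% and 52.8%. For m2 and m3, 223 became 111 without a filter and 416 with the block, and 119 to 313 with one library left out. In each of these 3 comparisons, 1 of the 8 splits that part as many same-numbered libraries gave as many genes, the real one. With 8 splits the share cannot fall under 0.05, so chance cannot be excluded by these splits alone. Of all 35 splits of the 8 libraries, only the real one gave as many, and the next gave at most 2.

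The difference of correlation within and between sets kept its direction, and its permutation p stayed under 0.05 in each alternative. With one library left out, the difference was 0.0031 to 0.0060, and its exact permutation p was 0.00017 to 0.0116. The non-proximal share and the number of genes detected differed among sets in none of their alternatives. All of these treated the 12 tubules as independent. In an alternative chosen after seeing the data, set labels were permuted within replicate numbers (1296 arrangements), which gave p = 0.546 for the share, 0.301 for the genes detected and 0.0046 for the correlation. For the clock list, 3 genes passed, 5 with the replicate block, 2 with a pseudocount of 0.1 or without a filter, 1 at a mean of at least 10 TPM (4 tested) and 2 to 5 with one library left out. Over all genes, 0 immediate early genes passed in each of these settings. Those at an unadjusted p under 0.05 were 1, 2 with median-of-ratios rescaling or quantile normalization and 3 with the replicate block. At a mean of at least 10 TPM, 2 were tested and both passed over the list alone.

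Of 112 reported gene results, 92 kept their direction and side of the threshold in all alternatives. Of the other 20, 6 reversed in at least 1 alternative. Under median-of-ratios rescaling, the log2 differences between PTS2 and whole kidney of Hnf4a, Lrp2, Cubn and Atp5b became 0.14, 0.25, 0.24 and 0.28, and the median of the pan-proximal markers became 0.18. Under quantile normalization, Lrp2, Cubn and Pck1 became 0.040, 0.27 and -0.089. Pck1 was -0.0095 without mitochondrial genes and -0.079 with the replicate block, where Slc22a6 was -0.066. The block also brought Slc34a1 from an adjusted p of 0.0788 to 0.00057 (log2 difference -0.68) and Cyp7b1 from 0.0926 to 0.000466 (log2 difference 1.38). With one library left out, Pck1 ranged from -0.21 to 0.33 and Atp5b from -0.036 to 0.0033. Of these reversals, Lrp2 and Atp5b under median-of-ratios rescaling passed the threshold (adjusted p = 0.0497 and 0.00458). Without a change of direction, 5 gene results (Slc34a1, Cyp7b1, Slc5a1, Cyp4b1 and Atp5b) gained significance, in 15 cases over all alternatives, and 10 lost it, in 38 cases. Of the median marker levels of the 17 lists, 10 values moved by more than 1 SD under rescaling or without mitochondrial genes, and 23 did not. Because the depth is unknown, no detection floor can be set for values near 0. In PTS2, Slc5a2 ranged from 0 to 1.38 TPM and Slc5a12 from 0.01 to 0.23 TPM. Whether such low values reflect expression in the tubules cannot be decided.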

Other observations

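The tests on chance numbering, the S2 minus S3 score and the scaling of TPM were chosen after the result was seen; the other tests were fixed before their result was seen.

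Libraries with the same replicate number deviated together across the 3 PTS2 sets, with a mean r of 0.138. Of 576 arrangements of the numbers within sets, 1 reached this value, the real one. By number, the mean r was 0.219 for replicate 1, 0.0828 for 2, 0.0523 for 3 and 0.198 for 4. Several marker levels differed between replicates 1 and 4. Slc22a8 averaged 38.8 ± 20.5 TPM (SD, n = 3) in replicates 1 and 127 ± 29.7 TPM in replicates 4, and Slc34a1 rose from 2777 ± 551 to 4817 ± 303 TPM. Cyp7b1 fell from 692 ± 82.3 to 207.1 ± 95.6 TPM. These examples were picked from the markers after their values were seen. The steps were uneven: Slc34a1, Slc2a2 and Slc4a4 were lower in replicates 2 than in replicates 1, and Atp11a was at 670, 508, 502 and 549 TPM in replicates 1 to 4. The S2 minus S3 marker score rose with the number in each set, from -1.19 to 0.81 in m1, from -2.42 to -0.18 in m2 and from -2.44 to -0.30 in m3 (exact permutation p = 0.00014, the smallest that 13824 arrangements allow). A second score was then built from 5 other early and 5 other late proximal genes, chosen without looking at their values by number, though the group means of 1 of them, Gatm, had been seen. It rose by 0.27 per number (exact permutation p = 0.0014). Position along the proximal tubule, with the tubules numbered in order of position, is therefore a candidate explanation. The labels do not state what the numbers record. GC content had a Spearman rho of -0.0710 across genes with the slope on the number. Transcript length had a rho of -0.175, which is too large to set aside. A batch shared by number across all libraries would have made whole kidney libraries resemble tubules of their own number; their mean r was -0.0078, but with 6 arrangements no decision is possible. The pattern cannot be told apart from a length bias or a batch that followed the number.

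Most genes called between PTS2 and whole kidney were lower in PTS2. Scaling of TPM to a fixed total was considered. After median-of-ratios rescaling 50.5% of the calls were higher in PTS2, but this rescaling centres the genes near 0 whatever the reason for the asymmetry, so it does not separate scaling from a real loss of transcripts of other cells. Across 11999 genes with a GENCODE M21 transcript, the log2 difference had a Spearman rho of 0.0332 with GC content and -0.235 with transcript length. Genes are not independent replicates. A length bias between single tubules and whole tissue can thus not be excluded as a part of the pattern.

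The genes that differed among the PTS2 sets also varied between the whole kidney libraries. Over the 341 genes, the median SD of log2(TPM + 1) over the 3 kidney libraries was 0.28. Random lists of matched expression had a median of 0.11, and the 341 genes were at percentile 100 of 10000 such lists. Lists matched on the SD within PTS2 sets, to allow for genes that are noisy in every library, also had a median of 0.11, and the percentile was again 100. Cish was at 13.5, 66.5 and 117 TPM in kidney replicates 1, 2 and 3, Bcl6 at 17.8, 2.08 and 5.89 TPM, Dbp at 13.1, 72.5 and 109 TPM, and Arntl at 13.97, 6.30 and 2.98 TPM. Differences between kidneys that are not specific to the tubules, such as the physiological state of the animal, are a candidate explanation for much of the difference among sets. This is a hypothesis, since the labels do not say that the sets come from different animals, and a batch by set was not tested.

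Cyp4a14 and Ucp2, which are targets of the nuclear receptor PPARA, were higher in m2 than in m3. Of 14 other PPARA targets, listed without looking at their values, 13 were in the fit. All 13 had a higher mean log2 value in m2, some by very little, 7 of them at a limma adjusted p under 0.05, and their median difference of 0.46 on the log2 scale was at percentile 100 of 10000 random lists of matched expression. Across genes, the difference between m2 and m3 had a Spearman rho of -0.0209 with transcript length and -0.0807 with GC content. A shared change of PPARA targets, as feeding state could produce, is a candidate explanation that rests on the same libraries, and the labels do not record feeding.

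In the whole kidney libraries, most pan-proximal markers had a mean TPM at least as high as in the isolated tubules. Lrp2, Cubn, Hnf4a and Pck1 did not differ (limma adjusted p from 0.252 to 0.984). Under median-of-ratios rescaling Lrp2 was higher in PTS2 (limma adjusted p = 0.0497). The median log2 difference of PTS2 from whole kidney over the 8 markers went from -0.10 to 0.18. The median of all tested genes rose as well, from -0.27 to 0.00, so this shift is not particular to these markers. On the TPM scale, the ratio of whole kidney to PTS2 means had a median of 1.08 over the 8 markers and ranged from 0.504 for Slc27a2 to 2.36 for Slc4a4. Erythroid genes were near 0 in PTS2, with Hbb-bs at 0.225 ± 0.172 TPM (SD, n = 12) against 216 TPM in whole kidney. Xist was at or near 0 in all libraries, and the Y-linked gene Ddx3y was at 17.3 ± 4.74 TPM in PTS2 and 26.7 TPM in whole kidney.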
